# The genomic landscape of estrogen receptor α binding sites in mouse mammary gland

**DOI:** 10.1371/journal.pone.0220311

**Published:** 2019-08-13

**Authors:** Murugesan Palaniappan, Loc Nguyen, Sandra L. Grimm, Yuanxin Xi, Zheng Xia, Wei Li, Cristian Coarfa

## Abstract

Estrogen receptor α (ERα) is the major driving transcription factor in the mammary gland development as well as breast cancer initiation and progression. However, the genomic landscape of ERα binding sites in the normal mouse mammary gland has not been completely elucidated. Here, we mapped genome-wide ERα binding events by chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-seq) in the mouse mammary gland in response to estradiol. We identified 6237 high confidence ERα binding sites in two biological replicates and showed that many of these were located at distal enhancer regions. Furthermore, we discovered 3686 unique genes in the mouse genome that recruit ER in response to estradiol. Interrogation of ER-DNA binding sites in ER-positive luminal epithelial cells showed that the ERE, PAX2, SF1, and AP1 motifs were highly enriched at distal enhancer regions. In addition, comprehensive transcriptome analysis by RNA-seq revealed that 493 genes are differentially regulated by acute treatment with estradiol in the mouse mammary gland *in vivo*. Through integration of RNA-seq and ERα ChIP-seq data, we uncovered a novel ERα targetome in mouse mammary epithelial cells. Taken together, our study has identified the genomic landscape of ERα binding events in mouse mammary epithelial cells. Furthermore, our study also highlights the cis-regulatory elements and cofactors that are involved in estrogen signaling and may contribute to ductal elongation in the normal mouse mammary gland.

## Introduction

Estrogen is a key hormone for mammary epithelial proliferation during the mammary gland development, as well as during breast cancer initiation and progression [1–4]. The genomic action of estrogen is mediated through two members of the nuclear receptor family, estrogen receptor α (ERα) and ERβ [5]. Of these two receptors, ERα plays a dominant role in mammary gland development, function, and tumorigenesis [6–9]. The classical pathway of estrogen action involves estrogen binding to the estrogen receptor, resulting in receptor dimerization and ligand-receptor complex entering into the nucleus where it then binds directly to the genomic DNA containing estrogen response elements (EREs) of the target genes. Various coregulators are then recruited to the gene promoter and/or distal enhancer region to modulate ER-mediated gene transcription [10, 11]. In the non-classical pathway, ligand-receptor complexes bind indirectly to genomic regions by tethering to other transcription factors, including the activator protein 1 (AP-1) families of transcription factors (TFs), members of the specificity protein 1 (SP1), and nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB), which lead to recruitment of chromatin-modifying coregulator proteins and allow activation or repression of ER target genes to drive cell proliferation [12–14].

In the mammary gland, ERα is the major receptor operating during ductal morphogenesis, as determined by the analysis of knockout phenotypes in mice [15]. Studies have shown that deletion of ERα inhibits development of the rudimentary ductal structure, and signaling from estradiol through ERα during puberty is required for mammary epithelial proliferation, ductal elongation, bifurcation, and invasion throughout the mammary fat pad [8, 16, 17]. Further, it has been shown that only a subset of luminal epithelial cells express ERα and estrogen promotes mammary epithelial cell proliferation by inducing amphiregulin (*Areg*), an epidermal growth factor (EGF) receptor ligand produced in ERα positive cells. *Areg* acts through a paracrine mechanism on neighboring ER-negative mammary epithelial and stromal cells to mediate estrogen-induced cell proliferation that drives ductal elongation [18, 19]. The processes of normal postnatal mammary gland development display many of the properties associated with breast cancer progression such as proliferation, invasion, angiogenesis, and resistance to apoptosis [20].

Several studies have focused on studying genome-wide ER binding sites in ER-positive breast cancer cell lines [21–26]. This approach has helped to identify the cis-regulatory elements and cofactors that are involved in mediating ER binding and ER target gene transcription in breast cancer cells. These studies have shown that the vast majority of ER binding sites are located at distal enhancer regions [21–23]. Furthermore, Brown and colleagues discovered that ER binding regions were enriched for the FOXA1 binding motif. Subsequently, FOXA1 was then identified as a pioneer factor for ER-chromatin interactions in ER-positive breast cancer cells [27, 28]. Genome-wide mapping of FOXA1 binding demonstrated that more than 50% of FOXA1 binding sites overlapped with ER binding events in ER-positive breast cancer cells [29]. In addition to FOXA1, studies have implicated GATA3 and PBX1 as pioneer factors for ER-chromatin interactions, since depletion of these transcription factors leads to reduction of ER binding events and transcriptional activity in response to estrogen [30, 31]. Furthermore, it has been shown that GATA3 acts upstream of FOXA1 in the ER binding [31].

Recently, Carroll and colleagues also mapped ER binding events in primary breast cancer samples from patients with different clinical outcomes [32]. The authors found that a subset of ER binding sites is maintained in good outcome, poor outcome, and metastatic breast tumors. Differential binding analysis revealed that ER binding events can discriminate between good and poor outcome tumors. Furthermore, motif analysis revealed that ERE motif is only enriched in good outcome ER-bound genomic regions, indicating that FOXA1 is not involved in these ER binding regions. On the other hand, in poor outcome tumors, ER binding events were associated with ERE and FOXA1 motifs. Nonetheless, it should be noted that genome-wide ER binding studies have been limited to ER-positive breast cancer cell lines and primary breast cancer samples, not the normal mammary gland. Although one recent study has shown ER binding sites in the developing mouse mammary gland, this study focused only on control mammary glands which have not received any hormonal treatment [33].

Given the potential involvement of ERα in mammary gland development, as well as in breast cancer initiation and progression, we investigated for the first time, genome-wide ERα binding events by chromatin immunoprecipitation followed by high-throughput sequencing in mouse mammary gland under *in vivo* conditions of acute treatment with estradiol. Furthermore, we also used genome-wide transcriptome profiling (RNA-seq) to uncover the global transcriptome response to estradiol. This combined system approaches allowed us to identify the ER targetome in the mammary gland and this ER targetome consists of a subset of ER-regulated target genes whose acute regulation by estradiol is associated with direct binding to ER in luminal epithelial cells. Overall, our study provides a unique resource for the mechanisms underlying estrogen regulated gene expression in the mouse mammary gland.

## Materials and methods

### Mice

Animal experiments were approved by the Institutional Animal Care and Use Committee (IACUC) at Baylor College of Medicine (Houston, TX). BALB/cJ mice were purchased from The Jackson Laboratory (Bar Harbor, ME). All mice were housed in the animal facility at Baylor College of Medicine and maintained in a conventional mouse facility with room temperature set at 22°C with food and water provided *ad libitum*. The animal facility is accredited by the American Association of Laboratory Animal Care.

#### Hormone treatments

At 6 weeks of age, mice were ovariectomized and rested for 10 days and then mice were injected subcutaneously with sesame oil (50μl) or 17β-estradiol (100ng) for 2 hours. Sesame oil and 17β-estradiol were purchased from Sigma. After 2 hours, mice were sacrificed and both inguinal mammary glands (#4 mammary glands) were harvested from each mouse. The lymph node was removed from the # 4 mammary glands and used for RNA-seq and ChIP-seq analysis.

#### Total RNA isolation

For RNA-seq and quantitative Real-Time PCR (qPCR), total mammary gland RNA was isolated from #4 glands using the RNeasy Lipid Tissue Midi Kit according to the manufacturer’s instructions (QIAGEN, Inc., Valencia, CA). To avoid potential contamination from muscle, only inguinal (rather than thoracic) glands were used in this study. Physical integrity of the RNA was assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies, Inc., Santa Clara, CA). RNA quantitation was performed using the Nanodrop ND1000 spectrophotometer (Nanodrop Technologies, Wilmington, DE). For qPCR and RNA-seq analysis, total RNA pooled from a set of four to five mice per treatment group was analyzed. To ensure statistical significance, three separate sets of mice (12–15 mice in total) per treatment group were used in qPCR experiment.

#### RNA-seq library preparation and sequencing

Total RNA samples with RNA integrity number (RIN) ≥8 were used for transcriptome sequencing. Total RNA (10ng) was used for amplified double-stranded cDNA using the Ovation RNA-Seq System (NuGEN, San Carlos, CA). Double-stranded DNA was sheared to 200-300bp using the Covaris S2 sonicator (Covaris, Woburn, MA) and ligated to Illumina paired-end adaptors using the Illumina TruSeq DNA library preparation kit according to the manufacturer’s instructions (Illumina, San Diego, CA). PCR amplification was performed to obtain the final cDNA library. Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA) analysis was used to verify fragment size after amplification, library size and concentration before clustering. A total of 10pM of the library was then used for paired-end sequencing on the HiSeq 2500 at the Genomic and RNA Profiling Core in Baylor College of Medicine.

#### Quantitative Real-Time PCR

RNA-seq was validated by qPCR. First, RNA was reverse transcribed using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA). TaqMan Universal PCR chemistry was implemented and tested on the ABI Prism PE7700 Sequence Detection System according to the manufacturer’s instructions (Applied Biosystems). Standard curves were generated using a serial dilution of Mouse Universal Reference Total RNA (Clontech, Mountain View, CA). All experiments were performed in triplicate using three independent cDNA sets per treatment and normalized to cyclophilin D (*Ppid*). TaqMan Primer probes were purchased from Applied Biosystems (Foster City, CA) and are as follows: *Greb1* (Mm00479269_m1), *Pgr* (Mm00435628_m1), *Fos* (Mm00487425_m1), *Areg* (Mm00437583_m1), *Ccnd1* (Mm00432359_m1), *Gata3* (Mm00484683_m1), *Foxa1* (Mm00484713_m1), *Cdh1* (Mm01247357_m1), *Krt8* (Mm04209403_g1), *Krt18* (Mm01601704_g1), *Krt7* (Mm00466676_m1), *Muc1* (Mm00449604_m1), *Krt4* (Mm01296260_m), *Csf1* (Mm00432686_m1), *Bmp8a* (Mm00432109_m), *Heyl* (Mm00516558_m1), *Errfi1* (Mm00505292_m1), *Six1* (Mm00808212_m1), *Gata6* (Mm00802636_m1), and *Ppid* (Mm00835365_g1).

#### ChIP-seq analysis

For chromatin immunoprecipitation coupled with parallel sequencing (ChIP-seq) analysis, #4 mammary glands were pooled from six mice per replicate and two biological replicates were used for ERα ChIP-seq. Mammary glands were cut into small pieces and fixed in 1% formaldehyde for 15 min and quenched with 0.125M glycine for 5 min at room temperature. Mammary gland chromatin was prepared using ChIP-IT High Sensitivity Kit (Active Motif, Carlsbad, CA) according to the manufacturer’s instructions. Briefly, the tissue pieces were homogenized using hand-held tissue homogenizer for 30 seconds and then spun down and washed twice with PBS. Chromatin was isolated from cell pellets by adding 5 ml of chromatin preparation buffer supplemented with Protease Inhibitor Cocktail and phenylmethanesulfonylfluoride (PMSF), followed by disruption of resuspended cell pellets with a Dounce homogenizer. Samples were pelleted by centrifugation and resuspended with ChIP buffer supplemented with protease inhibitor cocktail and PMSF. Lysates were sonicated and DNA was sheared to an average length of 150-500bp. Input DNA was prepared by treating aliquots with RNase, proteinase K, and heat to reverse crosslinks. The DNA was then purified by QIAquick PCR Purification Kit (QIAGEN, Inc., Valencia, CA) according to the manufacturer’s instructions. Sonication efficiency was verified by agarose gel electrophoresis.

An aliquot of chromatin (~ 60ug) was precleared with protein G agarose beads (Active Motif, Carlsbad, CA). ChIP reactions were performed using an antibody against ERα (sc-542, Santa Cruz Biotechnology, Santa Cruz, CA). After incubation at 4°C overnight, protein G agarose beads were used to isolate the immune complexes and were washed, eluted from beads with elution buffer, and then subjected to RNase and proteinase K treatment. Crosslinks were reversed by incubation overnight at 65°C and ChIP DNA was purified by DNA purification kit (Active Motif, Carlsbad, CA). ERα ChIP enrichment was verified by qPCR using positive (*Greb1*) and negative (*Untr6*) targets. The resulting signals were normalized to input DNA.

#### ChIP-seq library preparation and sequencing

ChIP DNA library construction was performed by using ThruPlex DNA-seq Kit (Rubicon Genomics, Ann Arbor, MI) according to the manufacturer’s instructions. Briefly, 10 μl of ChIP DNA or 10 ng of input DNA was used for library construction and PCR amplification was performed to obtain the final library. AMPure XP beads were used for library purification and purified libraries were analyzed in Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA) to verify fragment size after amplification, library size and concentration before clustering. A total of 10pM of the library was then used for single-end sequencing on the HiSeq 2500 at the Genomic and RNA Profiling Core in Baylor College of Medicine. Sequences (51-nt reads) were aligned to the mouse genome (mm9) using the BWA algorithm. Aligns were extended in silico at their 3’-ends to a length of 150bp and assigned to 32-nt bins along the genome. The resulting histograms were stored as Binary Analysis Results (BAR) files. Peak locations were determined using the Model-based Analysis of ChIP-seq Algorithm (MACS) with a *p*-value cutoff of 1E-8.

#### Validation of ERα -binding sites by ChIP-quantitative PCR

ERα ChIP was performed as described above in the ChIP-seq analysis. ChIP DNA and input DNA were analyzed by qPCR using SYBR Green Master Mix. Primers were generated corresponding to the regions identified by our ChIP-seq. The enrichment of ERα-binding found in each sample was normalized to input values. For primer sequences, see S1 Table.

#### Bioinformatics

The web-based application Galaxy (http://galaxyproject.org) was used to intersect the binding regions from the ChIP-seq replicates [34–36]. Cross-correlation analysis was performed using phantompeakqualtools (https://www.encodeproject.org/software/phantompeakqualtools/) [37]. Cistrome (http://cistrome.org/ap/) was used to construct the correlation plot, conservation plot, and SeqPos Motif discovery analyses [38]. HOMER (Hypergeometric Optimization of Motif EnRichment) was used for Motif Discovery [39]. Integrative Genomics Viewer (IGV) was used to generate custom annotation tracks to view ERα binding in relation to specific genes (http://www.broadinstitute.org/igv). Enriched gene ontology (GO) terms were identified using the DAVID Functional Annotation Tool (http://david.abcc.ncifcrf.gov/summary.jsp) [40]. Principle component analysis and Euclidean distances-based clustering were performed using the normalized and log-transformed read counts.

#### Accession numbers

RNA-seq and ERα ChIP-seq data were deposited in the Gene Expression Omnibus (GEO, Accession number GSE130032).

#### Statistical analysis

Data are presented as mean±SEM. The significance of the differences between groups was determined by Student's *t*-test. Values were considered statistically significant at *p* < 0.05.

## Results

### Genome-wide analysis of ERα binding sites

We mapped ERα binding events using chromatin immunoprecipitation followed by deep sequencing on mammary glands collected from ovariectomized mice that had been treated with estradiol for 2 hours. 

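ChIP-seq recovers the DNA bound by a protein with an antibody and sequences it, so that bound regions stand out as local excesses of reads over input DNA, which is chromatin sequenced without the antibody step. Mammary glands (#4) of female mice ovariectomized at 6 weeks of age, rested for 10 days and injected with 100 ng of 17β-estradiol 2 h before collection were pooled from 6 mice for each of 2 ERα ChIP replicates, and 1 input library served both. No vehicle-treated ChIP-seq library is among the samples, so the lists describe binding after estradiol and not its change with estradiol. The paper's S2 Table gives 25912279 non-duplicated mapped reads for replicate 1, 24661420 for replicate 2 and 62766402 for the input, and duplicates made up 55.4%, 58.2% and 8.12% of the mapped reads of these libraries. The authors aligned 51-nt single-end reads to mm9 with BWA and called peaks with MACS in each replicate separately against the input. The paper names a ThruPlex kit for the ChIP libraries, whereas the sample labels name an Illumina ChIP-seq kit. The values used here are the deposited peak lists, which give the position of each peak and a score equal to 10 times the negative log10 of its p-value, the authors' own value for that peak. The scores rise with read depth as well as with enrichment, and they describe and rank peaks within a list. From the lists, overlaps between replicates were counted with a minimum of 1 bp. The midpoints of the shared regions were then assigned to the nearest annotated TSS in the GENCODE annotation of NCBIM37, the assembly of mm9, and 400 bp windows around them were searched for motifs. The minimum overlap, the TSS set and the score cutoff were the choices that could change these numbers. With 2 replicates, no spread between animals could be estimated, and intervals given for shares are exact Clopper-Pearson 95% intervals, which cover counting error only.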

To ensure a robust and precise representation of the ERα binding sites in the mammary gland, we employed two independent biological replicates for ERα ChIP-seq analysis. Binding events were called using the MACS model based peak finding algorithm. 

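The deposited lists held 9607 peaks for replicate 1 and 6819 for replicate 2, and the lowest scores in them were 80.02 and 80.05, just above the score of 80 that corresponds to a p-value of 1e-08. The median score was 162 in replicate 1 (quartiles 108 and 319) and 161 in replicate 2 (quartiles 108 and 314). Peaks of replicate 1 were narrower, with a median width of 543 bp against 665 bp, and the lists covered 5.62 Mb and 4.83 Mb of the genome. At a stricter p-value of 1e-20 the lists held 3910 and 2720 peaks. No peak lay on chromosome Y or on mitochondrial DNA in either list.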

A *p-*value cutoff 1E-8 identified 9607 binding regions in replicate 1 and 6819 binding regions in replicate 2. The total number of reads and uniquely mapped reads for each sample is shown in S2 Table. By using the web-based application Galaxy/Cistrome, intersection of the two biological replicates showed 78% of binding site concordance. This analysis yielded 6237 common ER binding events in mammary epithelial cells mapped near 3686 unique genes after acute treatment with estradiol (Fig 1A). 

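Of the replicate 1 peaks, 6237 (64.9%) overlapped a replicate 2 peak by at least 1 bp, and of the replicate 2 peaks, 6181 (90.6%) overlapped a replicate 1 peak. The mean of these shares was 77.8%. The counts differ because 67 replicate 2 peaks each spanned more than 1 replicate 1 peak and 13 replicate 1 peaks spanned more than 1 replicate 2 peak. When the replicate 2 list was shifted along each chromosome 100000 times, with the number, width and spacing of its peaks kept, a mean of 36.3 replicate 2 peaks overlapped replicate 1, and no shift gave more than 462 (one-sided permutation test, p = 1e-05, the smallest these shifts can give). The share was most sensitive to the definition of overlap. It was 68.3% when the midpoints had to lie within 100 bp of each other.
The overlap depended on the score. Of the replicate 1 peaks in the highest score decile, 99.9% overlapped a replicate 2 peak (95% interval 99.4% to 100.0%), and of those in the lowest, 19.7% did (17.2% to 22.3%). For replicate 2 peaks the corresponding shares were 100% (99.5% to 100%) and 66.2% (62.5% to 69.8%).

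**Figure D1:**
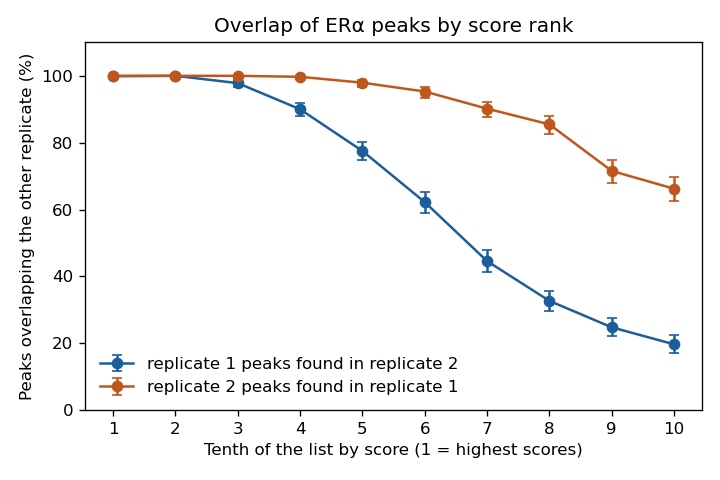
Share of peaks that overlap a peak of the other replicate (percent, vertical axis) in each score decile of a list (horizontal axis, 1 is the highest), with exact 95% intervals. Replicate 1 peaks fall from 99.9% to 19.7% and replicate 2 peaks from 100% to 66.2%.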

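The overlapping pairs defined 6250 shared regions. Of these, 5546 had their midpoint within 100 kb of an annotated TSS, and they were nearest to 3716 different genes, 2643 of them protein-coding. When only the TSSs of protein-coding genes were considered, the number of genes was 3153, and with peaks at a p-value of 1e-20 it was 1829. Of the 6243 shared regions on assembled chromosomes, 53.3% had their midpoint outside protein-coding genes (intergenic), 42.8% in an intron and 3.89% in an exon.
Ranked by the lower of their scores, 8 shared regions were tied at 3100, a value that 17 peaks of replicate 1 and 8 of replicate 2 share, so the scores do not rank these regions among themselves. The 5 named here came first by chromosome name. Of these, a region on chromosome 1 (38298003 to 38299308) and a region on chromosome 18 (60765484 to 60768262) lay in introns of Aff3 and Synpo. The other regions of this group were intergenic, on chromosome 15 (101337088 to 101338186) and on chromosome 16 (25158084 to 25159312 and 25220372 to 25221370). The last of these regions held the sequence GGTCATGGTGACC at 25220832 to 25220844, an ERE without mismatch, and its midpoint was at -66032 bp from a TSS of Tprg.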

A heatmap was generated for visualization of the 6237 common ERα peaks found in both replicates (Fig 1B). We used Pearson’s correlation method to compare two biological replicates. 

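The peak lists hold scores and not the signal over the genome, so the replicates were compared by score over the 6097 pairs of peaks that overlapped each other and no other peak. Across these pairs, Pearson's r of the log10 scores was 0.914 (95% interval 0.910 to 0.918) and Spearman's rho was 0.858. These are correlations across peaks, which are not independent replicates. On the linear scale of the scores r was 0.958. The replicate 1 score was the higher one in 81.2% of the pairs, and its ratio to the replicate 2 score had a median of 1.31 (quartiles 1.07 and 1.63). Peaks without a partner had lower scores. In replicate 1 the median score was 105 for the 3370 unshared peaks and 246 for the shared ones, and in replicate 2 it was 94.1 for the 638 unshared peaks and 177 for the shared ones (two-sided permutation tests on the mean log10 score within each list, p = 1e-05 for both, the smallest that 100000 resamples can give).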

As shown in Fig 1C, Pearson’s correlation was very high (r = 0.95) between the two biological replicates suggesting that good reproducibility between the two replicate samples. Comparison of the sequences from ER intervals within various placental mammalian genomes showed a strong level of conservation in the regions of ERα binding only and not in surrounding regions (Fig 1D). Furthermore, we also performed cross-correlation analysis in ERα ChIP replicate 1 and 2. We observed two cross-correlation peaks one corresponding to the read length (Phantom peak) and other one to the average fragment length of library suggesting that our ChIP-seq is robust (S1 Fig).

**Fig 1:**
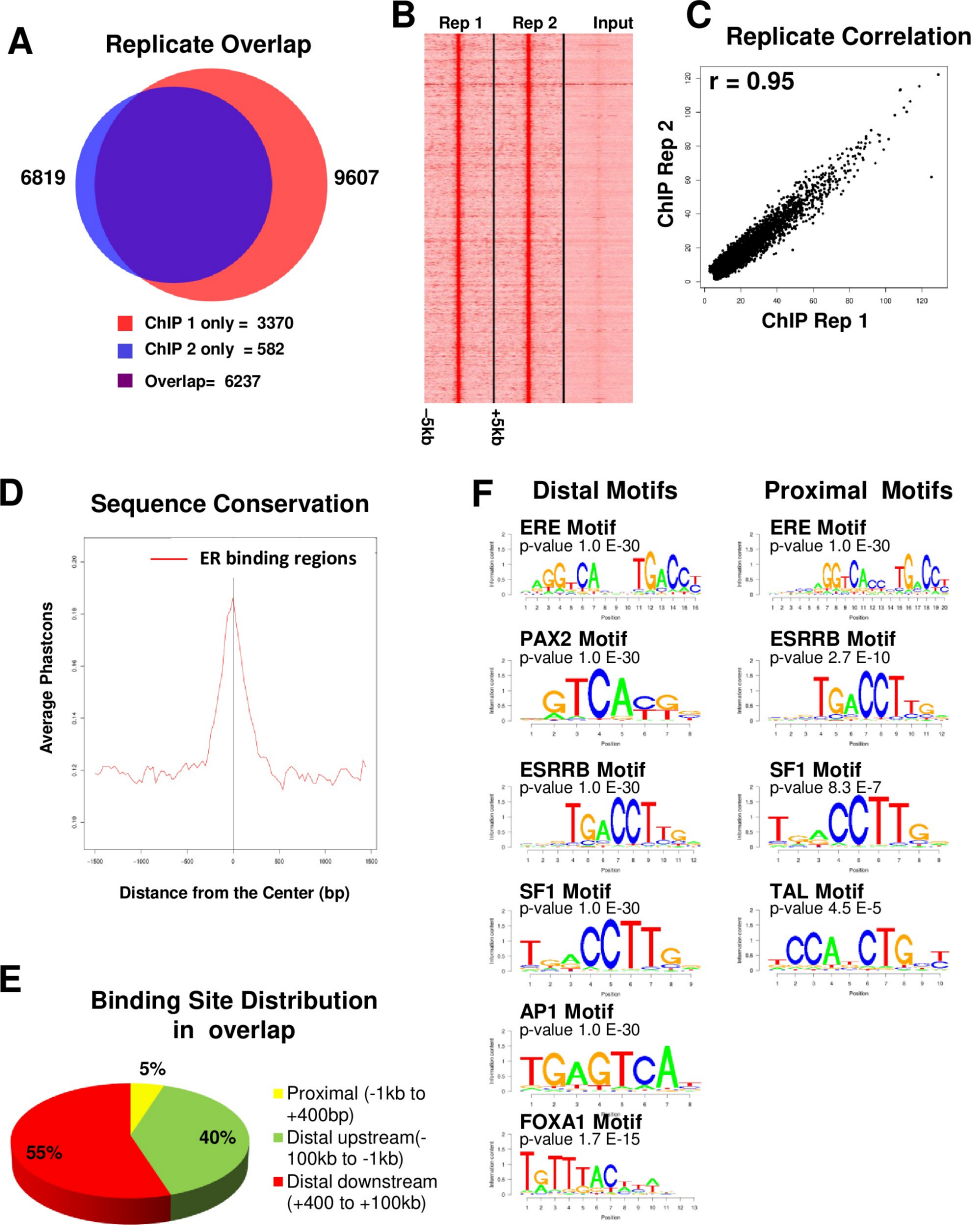
Validation of ERα ChIP-seq accuracy, binding sites distribution and motif enrichment. (A) Proportional Venn diagram representing the intersection of ERα binding sites identified in two ChIP-seq replicates; Six mice per replicate. (B) Heatmap showing ERα binding events found in the mammary gland after 2h of treatment with estradiol (ERα ChIP-seq replicate 1 and 2 [left] and input [right]). The window shows ±5kb regions from the center of the binding sites. (C) Pearson correlation of the ERα binding sites of two ChIP-seq replicates (r = 0.95). (D) Conservation plot of mouse ERα binding sites with high conservation around peak centers compared to flanking regions. (E) Distribution of ERα binding sites in the overlap of ERα binding events were identified in two ChIP-seq replicates. (F) SeqPos motif enrichment in distal (up and down) and proximal regions of ERα binding sites.

We next analyzed ERα binding site distribution in this data set. ERα binding sites were divided into three categories; distal upstream (-100kb to -1kb), proximal (-1kb to +400 bp), and distal downstream (+400 bp to +100kb), based on the peak locations relative to RefSeq genes. In this analysis, binding sites were assigned to the nearest transcription start site (TSS). As shown in Fig 1E, only 5% of ERα binding sites were distributed in the proximal region. However, majority of ERα binding sites were located in the distal upstream (40%) and downstream (55%) regions. These results indicate that the vast majority of ERα binding sites are located at the distal regions of ER target genes in the mouse mammary gland which is consistent with ER binding sites in ER-positive breast cancer cells [21–23]. 

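Among the 5546 shared regions within 100 kb of a TSS, 406 (7.32%, 95% interval 6.65% to 8.04%) lay in the proximal region, 2378 (42.9%, 41.6% to 44.2%) were distal upstream and 2762 (49.8%, 48.5% to 51.1%) were distal downstream. Another 697 regions on assembled chromosomes lay farther than 100 kb from any TSS. With the most 5′ TSS of each gene alone, the proximal share was 4.88%, and with the peaks of replicate 1 alone it was 9.35%. For comparison, the regions were shifted along each chromosome 100000 times, and the shifted regions gave a mean proximal share of 3.89% (central 95% 3.31% to 4.50%), below the observed share (two-sided permutation test, p = 2e-05, the smallest these shifts can give). The distal upstream share was below the mean of 45.1% for shifted regions (p = 0.0099 in the same permutation test). The shares have a common total, so the higher proximal share by itself lowers the distal shares. The test therefore does not show that upstream regions were depleted. At a p-value of 1e-20 the upstream share was 43.6% and did not differ detectably (permutation test, p = 0.215). With regions beyond 100 kb also counted in the total it was 38.1%, above the 34.9% of shifted regions (permutation test, p = 4e-04). The distal downstream share did not differ detectably from the mean of 51.0% for shifted regions within 100 kb (permutation test, p = 0.158). With the peaks of replicate 1 alone it was 49.1%, below the central 95% of shifted peaks (49.6% to 52.4%). From the share of sites in the distal classes, the paper concludes that most ERα binding sites lie in distal regions of the target genes.

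**Figure D2:**
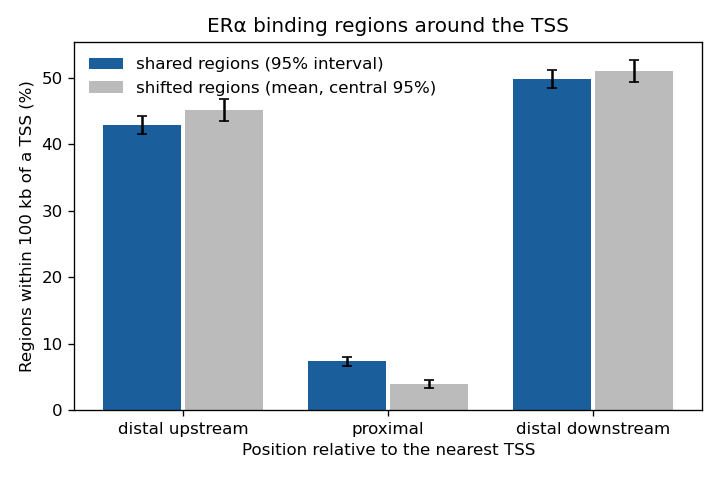
Share of regions within 100 kb of a TSS (percent, vertical axis) in each class of position relative to the nearest TSS, for shared regions (blue, with exact 95% intervals) and for shifted regions (grey, mean and central 95%). The proximal share is 7.32% for shared and 3.89% for shifted regions.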

Further, it has been shown that distal ERα binding sites are anchored at gene promoters through long-range chromatin interactions, suggesting that ERα functions by bringing genes together for coordinated transcriptional regulation by chromatin looping [41]

### Motif analysis

To discover the network of transcription factors linked with genomic binding of ERα, we employed the Cistrome tool SeqPos and identified enriched binding motifs within the proximal and distal regulatory regions of ERα binding sites. 

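Windows of 400 bp around the 5140 distal shared regions were searched on both strands for 5 consensus sequences, and windows of the same width 5 kb to each side that overlapped no peak served as background. A match to the ERE consensus GGTCANNNTGACC with at most 1 mismatch was present in 31.5% of the distal windows (95% interval 30.3% to 32.8%) and in 1.16% of the flanking windows. The AP1 consensus TGASTCA was present in 17.2% against 7.20% (two-sided Fisher's exact test, p = 8.73e-76). The SF1 consensus CAAGGTCA was present in 9.30% against 2.99% (Fisher's exact test, p = 4.19e-58), and the PAX2 consensus GTCACG in 9.03% against 3.86% (p = 1.08e-36). The p-value for the ERE was too small to be represented. Adjusted over the 5 motifs with the Benjamini-Hochberg method, these differences stayed below 0.05. The SF1 consensus ends in GGTCA, the start of the ERE consensus, and an ERE that begins GGTCACG contains the PAX2 consensus. Hits within EREs were not removed. The SF1 and PAX2 shares therefore do not show sites of these factors apart from EREs. The ERE share depended on the number of mismatches allowed. In all shared regions it was 31.1% with at most 1 mismatch, 6.60% with none and 67.4% with at most 2.

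**Figure D3:**
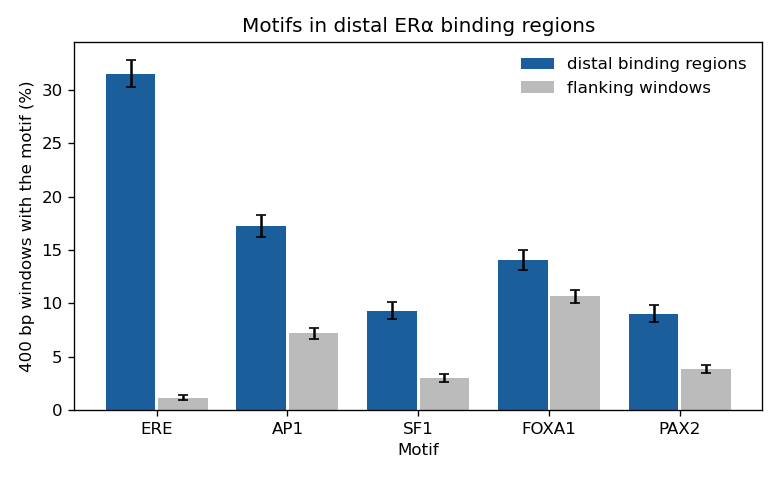
Share of 400 bp windows with each motif (percent, vertical axis) in distal ERα binding regions (blue) and in flanking windows (grey), with exact 95% intervals. The ERE differs most, with 31.5% against 1.16%. SF1 and PAX2 hits that overlap an ERE are included.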

In the distal regions (up and down) of ERα binding sites contained a canonical ERE and other motifs including PAX2, ESRRB, SF1, and AP1 motifs as the most highly enriched (p-value <10^−30^) cis-elements. Additionally, there was substantial enrichment of FOXA1 motif in the distal ERα binding regions which is consistent with previously reported data that FOXA1 acts as an important pioneer factor for ER chromatin interaction in luminal breast cancer cells [27–29]. 

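The FOXA1 consensus TRTTTAC was present in 14.0% of the distal windows (95% interval 13.1% to 15.0%) and in 10.7% of their flanking windows (two-sided Fisher's exact test, p = 2.36e-09), a ratio of 1.31. It was less frequent in proximal windows, at 9.36%, than in distal ones (Fisher's exact test, p = 0.0069, and 0.0115 after Benjamini-Hochberg adjustment over the 5 motifs), and in proximal windows it did not exceed its flanks at 9.39% (p = 1).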

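Around the 406 proximal shared regions, 29.8% of the windows held an ERE with at most 1 mismatch (95% interval 25.4% to 34.5%), against 0.888% of the flanking windows (two-sided Fisher's exact test, p = 2.62e-53). The SF1 consensus was found in 8.87% against 2.79% (exact p = 1.15e-05) and the PAX2 consensus in 14.5% against 4.44% (p = 5.01e-09). As in distal windows, SF1 and PAX2 hits within EREs were counted. The AP1 consensus was found in 9.36% against 5.58% (exact p = 0.0211, and 0.0264 after Benjamini-Hochberg adjustment over the 5 motifs). The ERE share of proximal and distal windows did not differ detectably (Fisher's exact test, p = 0.505), and neither did the SF1 share (Fisher's exact test, p = 0.859). The AP1 share was lower in proximal than in distal windows (Fisher's exact test, p = 1.63e-05, and 8.17e-05 after adjustment), and the PAX2 share was higher (Fisher's exact test, p = 5.44e-04, and 0.0014 after adjustment). Windows were not matched on base composition. The differences between proximal and distal windows, including that of FOXA1, may therefore not be differences in sites of these factors.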

The proximal region (-1kb to +400bp) of ERα binding sites contained canonical ERE as the most significantly enriched motif, along with other significantly enriched motifs such as ESRRB, SF1 and TAL (Fig 1F). The complete motifs enrichment is included in S3 Table. Furthermore, we also performed motif enrichment analysis by using HOMER in the overlapped ER binding sites (regardless of binding site distribution). As expected, most of the motifs identified by Cistrome were confirmed by HOMER. The complete HOMER motifs enrichment is also included in S4 Table.

### Validation of ERα binding by ChIP qPCR

We next interrogated several known estrogen-regulated genes for their ability to recruit ERα in an estrogen-dependent manner. To test this, mammary gland chromatin was isolated from ovariectomized mice that had been treated with vehicle or estradiol for 2 hours and then subjected to ERα ChIP followed by qPCR as described in the Materials and Methods. 

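Greb1 (ENSMUSG00000036523) lies on the minus strand of chromosome 12 of NCBIM37 from 16677421 to 16807692 and has several annotated TSSs. Within 100 kb of one of its TSSs there were 9 shared regions, and for 3 of them a Greb1 TSS was the nearest of any gene. These 3 regions lay in introns of Greb1, at 16760002 to 16760616 with scores of 348 in replicate 1 and 201 in replicate 2, at 16767019 to 16767641 with scores of 927 and 554, and at 16771445 to 16772118 with scores of 1367 and 674. Their midpoints were at 3692, -3329 and -7781 bp from that TSS, where negative distances are upstream.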

Our ChIP-seq data have identified several ERα binding sites in the distal upstream region of the *Greb1* gene (Fig 2A). Of these, we verified two of the ERα binding sites (-3281 and -33380) by ChIP qPCR. 

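The primer pairs of the paper each matched 1 place in NCBIM37, and each amplicon lay within a shared region. The amplicon of the proximal pair, 62 bp from 16767300 to 16767361 on chromosome 12, lay in the intronic region whose midpoint was at -3329 bp from the TSS at 16764001. An ERE without mismatch, GGTCAGGATGACC, was found at 16767337 to 16767349, within the sequence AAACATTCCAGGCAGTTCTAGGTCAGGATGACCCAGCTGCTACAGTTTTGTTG. The amplicon of the second pair, 64 bp from 16797344 to 16797407, lay in the region from 16797037 to 16797719, with scores of 1842 in replicate 1 (rank 142 in its list) and 1106 in replicate 2 (rank 254). The best ERE-like sequence in this region was GGTCAGGGTGCCC at 16797416 to 16797428, with 1 mismatch. The midpoint of the region was at -33377 bp from the TSS at 16764001 and at 10112 bp from the nearest annotated Greb1 TSS, at 16807490, which lies farther 5′.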

As shown in Fig 2A, ERα was highly enriched in these regions in response to estradiol treatment, confirming direct estradiol-dependent ERα recruitment to *Greb1*. 

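Pgr (ENSMUSG00000031870), which encodes the progesterone receptor, lies on the plus strand of chromosome 9 of NCBIM37 from 8900419 to 8965425. The amplicon of its primer pair, 65 bp from 8970491 to 8970555, lay in a shared region from 8970137 to 8970966, in intergenic sequence past the 3′ end of the gene. The region had scores of 2349.7 in replicate 1 (rank 65 of its list) and 2059 in replicate 2 (rank 44). Its midpoint was 69103 bp downstream of the nearest annotated Pgr TSS and 70133 bp downstream of the 5′ end of the gene, and the nearest TSS of any gene was that of Gm16485. The best ERE-like sequence in the region was TGTCACGCTGACC at 8970509 to 8970521, with 1 mismatch.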

Our ERα ChIP-seq analysis revealed peak of ERα binding of progesterone receptor (*Pgr*) in the distal downstream region (+70663) which was independently verified by ChIP qPCR (Fig 2B). Furthermore, our ChIP-seq data also discovered ERα binding in the distal downstream regions of *Fos*, *Gata3*, *and Areg* genes (Fig 2C–2E) and these binding sites were validated by ChIP qPCR in an estradiol-dependent manner (Fig 2C–2E). Collectively, our ERα ChIP-seq was independently confirmed by ChIP qPCR.

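The amplicons of these genes also lay in regions shared by both replicates, and all of them were intergenic. For Fos (ENSMUSG00000021250, chromosome 12 of NCBIM37, 86814840 to 86818223), the region from 86826573 to 86827309 had scores of 672 in replicate 1 and 511 in replicate 2. Its midpoint was 11080 bp downstream of the nearest Fos TSS and 12101 bp downstream of the 5′ end of the gene, and its best ERE-like sequence, GGTCAGCTCGCTC, had 3 mismatches. For Gata3 (ENSMUSG00000015619, chromosome 2, 9778705 to 9811661, minus strand), the region from 9726845 to 9727941 had scores of 1416 and 1311, and it was the only shared region within 100 kb of a Gata3 TSS, 67906 bp downstream of the nearest one. For Areg (ENSMUSG00000029378, chromosome 5, 91568641 to 91577458), the region from 91665800 to 91666299 had scores of 631 and 463. It was 97409 bp downstream of the Areg TSS, and the nearest TSS of any gene was that of a U6 gene.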

**Fig 2:**
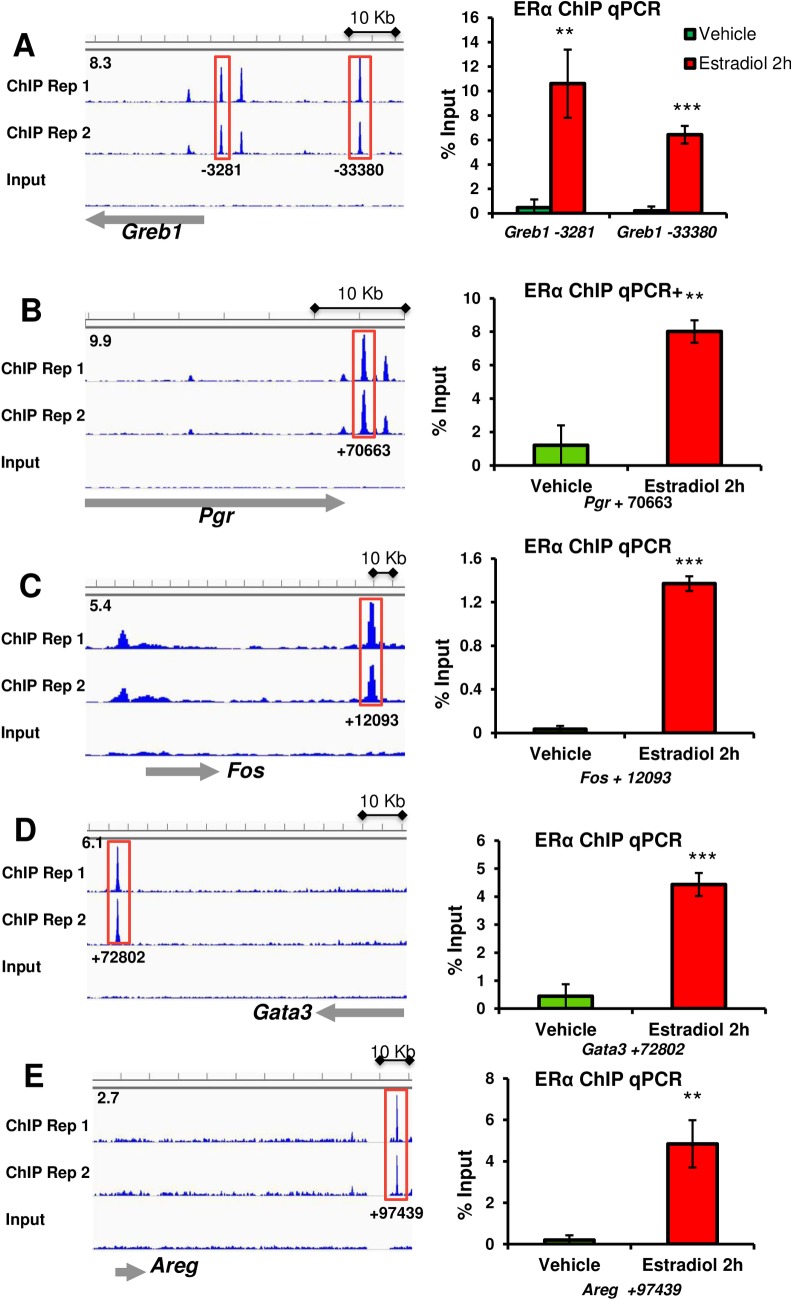
Representative screen shots of ChIP-seq data showing gene ERα recruitment at 2 hours after exposure to estradiol IGV screen shots showing ERα binding sites in relation to the TSS of (A) Greb1, (B) Pgr, (C) Fos (D) Gata3 and (E) Areg. Peak locations relative to the TSS are listed below each screen shot and the numbers indicate peak value of each gene. Red boxes represent peaks that were validated by ChIP-qPCR. Graphs representing validation of ERα occupancy using ChIP followed by qPCR for *Greb1*, *Pgr*, *Fos*, *Gata3 and Areg*. A total of six mice per replicate; Results are means ± SEM of three independent experimental replicates. **, *p* < 0.01; ***, *p* < 0.001.

### Genome-wide transcriptome analysis of ER-target genes

To disclose the global gene signatures that are acutely regulated by estradiol, we next performed genome-wide transcriptome analysis in the mammary gland of ovariectomized mice treated with vehicle or estradiol for 2 hours. We used biological replicate pools of mammary glands from 5 mice per pool for total RNA isolation and then subjected to global gene expression analysis by RNA-seq as described in the Material and Methods. The reads were mapped to the mouse Ensembl reference set of 82,508 transcripts (annotated to 31034 genes) using TopHat. Relative transcript abundance was identified using the RSEM algorithm [42]. The edgeR package was used to identify differentially regulated gene expression [43]. The total number of reads and uniquely mapped reads for each sample is shown in S2 Table. Data quality was assessed using principal component analysis (PCA) and clustering of RNA‐seq samples using Euclidean distance. Our PCA plot of the four RNA-seq samples showed that the control and estradiol samples are well separated along the principal component 1 (PC1) which explained the 75% of the total variance (S2A Fig). Further, we also used the Euclidean sample distances to show that the samples from the same conditions are well clustered (S2B Fig). We identified 493 genes differentially regulated due to an acute treatment with estradiol. We observed that 220 genes (45%) were upregulated and 273 (55%) genes were downregulated at FDR <0.05 (S5 Table). A heatmap was also generated to show the differentially regulated genes (Fig 3A). We used Pearson’s correlation method to compare two biological replicates. As shown in Fig 3B, Pearson’s correlation was very high (r = 0.96) between the two biological replicates for both the vehicle and estradiol treated groups suggesting that our RNA-seq is robust. Next, we applied a bioinformatics approach, Ingenuity Pathways Analysis (IPA) (Ingenuity, CA), to identify a potential network based on the regulated genes to unveil the molecular mechanisms of estradiol action in the mammary gland. Using this approach, we identified β-estradiol (p = 9.46E-21) and TGFβ (p = 5.75E-19) as the top upstream regulators (data not shown). As expected, these signaling cascades were predicted to be activated by acute treatment with estradiol treatment. The most enriched gene networks were centered on FOS, a classical estrogen target gene (Fig 3C). Studies have shown that FOS has been implicated to regulate cell proliferation, differentiation, and transformation [44, 45]. Furthermore, DAVID functional annotation analysis was also used to identify the biological function of differentially regulated genes. Gene signatures-induced by estradiol were enriched for GO terms associated with negative regulation of protein kinase activity, epithelium development, regulation of cell proliferation and morphogenesis of a branching structure. However, genes repressed by estradiol were enriched for GO terms associated with muscle contraction, mammary gland development, epithelial cell differentiation, gland morphogenesis and epithelium development (Fig 3D). The complete GO terms analysis is included in S6 Table.

**Fig 3:**
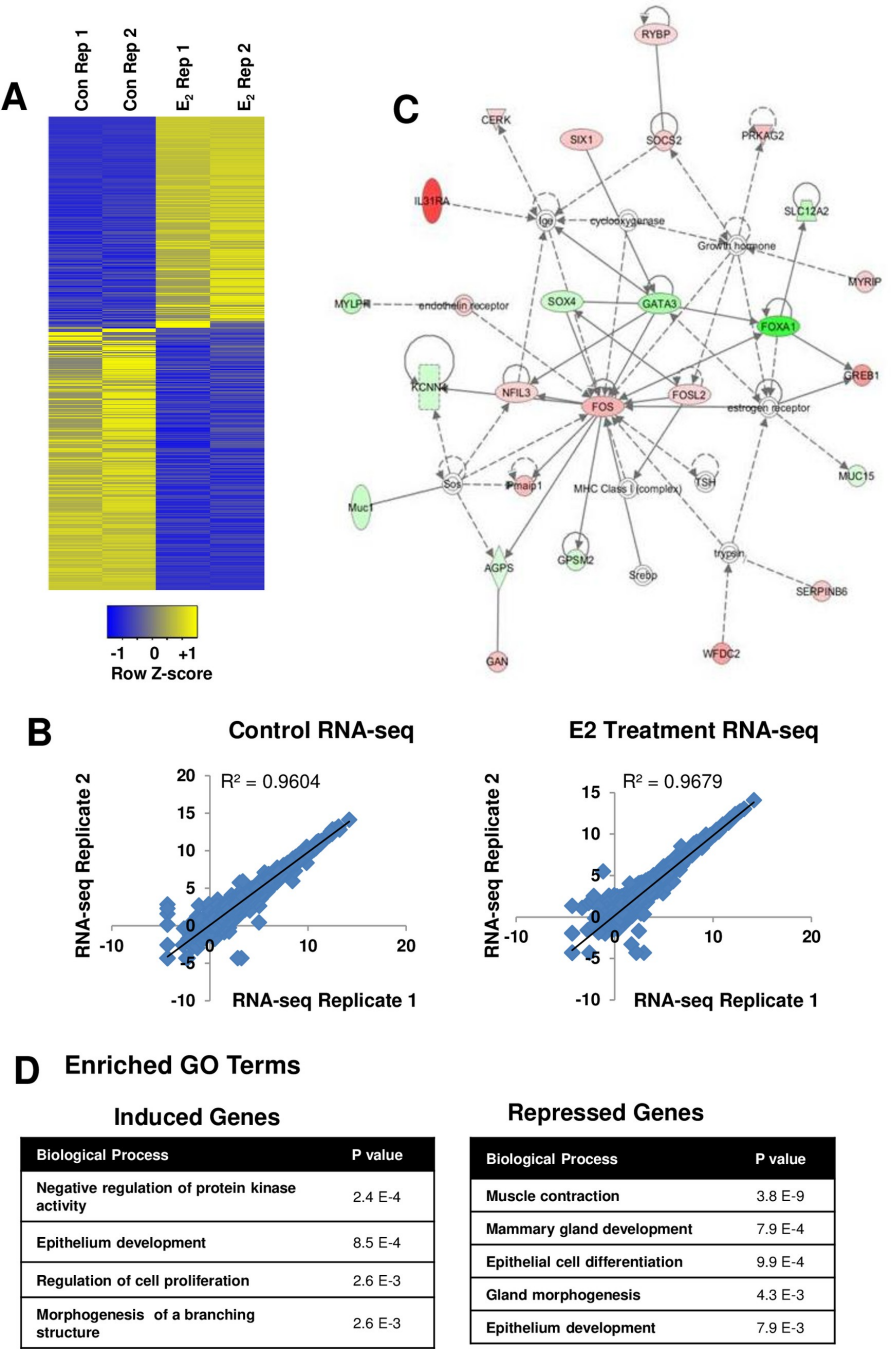
Global gene expression analysis in mouse mammary gland. (A) Heatmap of 493 genes (FDR<0.05) that are differentially expressed between mammary gland samples from vehicle (2 h) and estradiol (2 h) treatment. Duplicate pools of mammary glands from mice (5 mice per pool) were used for RNA-seq analyses under each treatment condition. (B) Pearson correlation of RNA-seq replicates (Control r = 0.96 and estrogen treatment = 0.96). (C) Ingenuity Pathway Analysis of RNA-seq. Interactions of estrogen regulated genes was analyzed by Ingenuity Pathway Analysis. A top enriched molecular network revolves around FOS. Red color indicates upregulated genes and green color indicates downregulated genes after acute treatment with estradiol. (D) Summary of enriched GO terms (FDR< 0.05) of ER target genes induced and repressed at 2 h after estradiol treatment using the DAVID Functional Annotation Tool.

### Validation of RNA-seq by qPCR

To validate our RNA-seq data, we measured the expression of well-established estradiol responsive genes by qPCR. To examine this, 6-week old female mice were ovariectomized and then rested for 10 days. After 10 days, mice were treated with vehicle or estradiol for 2 hours and #4 mammary glands were harvested. We used triplicate pools of mammary glands from vehicle or estradiol treated mice (4–5 mice per pool) for RNA isolation and subjected to qPCR. First, we tested estradiol-induced genes. Studies have shown that *Greb1*, *Pgr*, and *Fos* are canonical ER target genes [27–29]. Our RNA-seq analysis revealed that these genes were induced more than 2-fold by acute treatment with estradiol. Similar to what we observed in the RNA-seq data, acute estradiol treatment caused a significant increase in mRNA levels of *Greb1*, *Pgr*, and *Fos* expression in the mammary gland (Fig 4A). Our ChIP-seq analysis also identified ERα binding sites near these genes and confirmed direct hormone-dependent ER recruitment to these genes (Fig 2A–2C). 

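Besides the sites tested by ChIP-qPCR, Pgr had a shared region from 8837537 to 8838378 on chromosome 9, intergenic and at -62461 bp from its TSS, with scores of 759 in replicate 1 and 528 in replicate 2. In all, 7 shared regions lay within 100 kb of a Pgr TSS and 7 within 100 kb of a Fos TSS. A Fos TSS was the nearest of any gene for 4 of the latter. The one closest to it, from 86813023 to 86813767 on chromosome 12, had its midpoint at -1445 bp and scores of 217 and 139. At a p-value of 1e-20 in both lists, 2 regions remained nearest to Fos.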

Interestingly, our RNA-seq also identified several known genes (*Krt4* and *Csf1*) as well as previously unidentified estrogen target genes such as *Bmp8a*, *Heyl*, *Errfi1*, *Six1*, and *Gata6*. These estrogen-induced genes were independently confirmed by qPCR (Fig 4A). Our RNA-seq analysis also revealed that acute *in vivo* treatment with estradiol significantly downregulated *Gata3*, *Foxa1*, *Areg*, and *Ccnd1* expression. These downregulated genes were independently confirmed by qPCR. As shown in Fig 4B, acute estradiol treatment caused more than a 2-fold reduction of *Gata3*, *Foxa1*, *Areg*, and *Ccnd1* mRNA levels when compared with vehicle treatment. The possible explanation for this observation is that a secondary transcriptional response may be involved in induction of these genes in response to estradiol signaling. Our acute treatment (2 hours) makes it unlikely that we will detect secondary changes in transcription. Further, it has been shown that estradiol treatment (24h) did not increase the *Ccnd1* and *Areg* mRNA levels. However, in the presence of progesterone treatment, these genes were dramatically increased suggesting that progesterone may also be required for these gene expression in the normal mouse mammary gland [46]. Indeed, Nuclear Receptor Signaling Atlas (NURSA) transcriptomine database revealed that *Foxa*1 and *Gata3* are downregulated in response to estradiol. Studies have shown that GATA3 is necessary for luminal epithelial cell differentiation and the gene is often mutated in human breast cancer [47–54]. Several direct downstream targets of GATA3 in the luminal epithelium have been identified including FOXA1, an important regulator of ERα expression. Notably, our ERα ChIP-seq identified a peak near the *Gata3* gene and confirmed direct estrogen-dependent ERα recruitment to *Gata3*. In addition, we also observed significant downregulation of several luminal cell makers such as *Cdh1*, *Muc1*, *Krt7*, *Krt8 and KRT18* gene sets in acute treatment with estradiol treatment suggesting that maturation of luminal cells may be reduced (Fig 4B). Collectively, our data suggests that acute treatment with estradiol represses luminal cell differentiation leading to expansion of a de-differentiated epithelial cell population.

**Fig 4:**
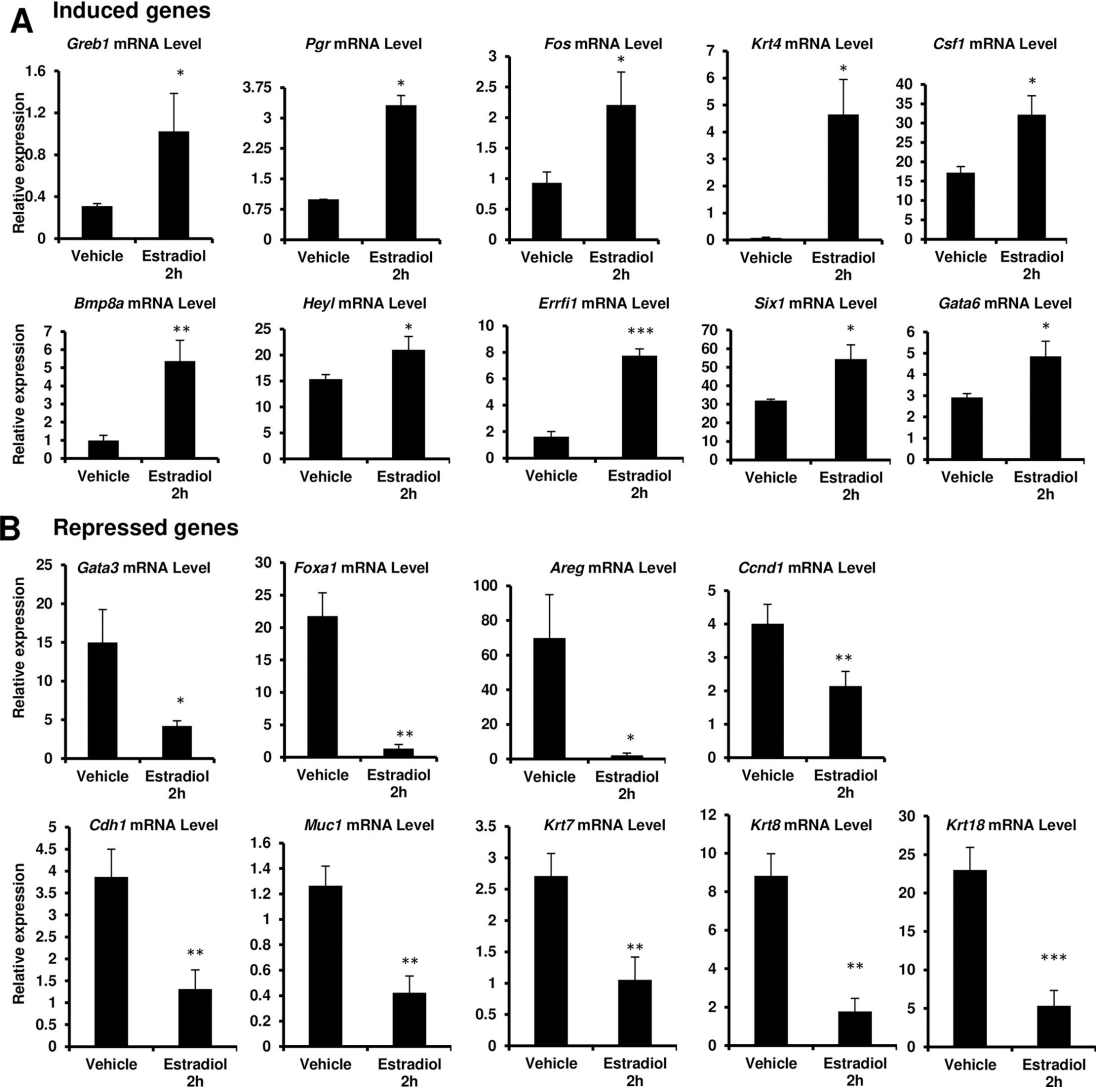
Validation of estrogen regulated genes by qPCR. Quantitative Real-Time PCR validation of estradiol-induced (A) and repressed (B) genes. Expression of selected genes was normalized using *Ppid* as the internal control. A total of 4–5 mice per treatment replicate, tested in triplicate per treatment group. Results are means ± SEM of three independent experimental replicates. *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

### Identification of ERα targetome in mammary epithelial cells

To identify subsets of estrogen-regulated genes that are direct targets of ER positive luminal epithelial cells, we integrated ERα ChIP-seq and RNA-seq data to uncover the subset of estrogen regulated genes that directly recruit ERα in ER positive luminal epithelial cells. In this analysis, we used the 220 estradiol-induced and 273 repressed genes identified after acute treatment with estradiol (Fig 3) to interrogate the 3686 unique ER binding genes. This integration showed that 36% (177 genes) of the 493 differentially regulated genes (220 induced and 273 repressed genes) directly recruit ERα (Fig 5A and 5D). These genes (177) are shown in S7 Table. 

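A regulated gene was counted as a direct target when its TSS was the nearest one to a shared region within 100 kb. Of the 220 induced genes in the paper's S5 Table, 121 (55%, 95% interval 48.2% to 61.7%) met this criterion, and of the 273 repressed genes, 32 (11.7%, 8.16% to 16.1%) did. Together these were 153 of the 493 regulated genes (31.0%). The share was higher for induced than for repressed genes (two-sided Fisher's exact test, p = 1.6e-25, odds ratio 9.20). With the peaks of replicate 1 alone the repressed share was 21.6% and the odds ratio 5.76. With those of replicate 2 alone they were 14.7% and 7.52. When any shared region within 100 kb of a gene's TSS was accepted, whether or not another gene was nearer, the number of targets was 305, with 84.1% of the induced and 44.0% of the repressed genes. No table of expressed genes was used here, so the test sets the induced genes against the repressed genes and not against the genome. From the overlap of the gene lists, the paper states that these genes directly recruit ERα.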

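The paper's S7 Table lists 134 different induced genes in 135 rows, with Zmiz1 given 2 times, and 42 repressed genes. Of the 121 induced genes found here, 112 are in that table, and of the 32 repressed genes, 27 are. The table's Greb1, Pgr, Fos, Bmp8a, Krt4, Csf1, Heyl, Errfi1 and Gata6 among the induced genes and Gata3 among the repressed genes each had at least 1 shared region nearest to them. Foxa1, Cdh1, Muc1, Krt7, Krt8 and Krt18, repressed genes that are not in the table, had no shared region nearest to them, although 5 lay within 100 kb of a TSS of Krt7, 5 of Krt8 and 4 of Krt18. At a p-value of 1e-20 in both lists, 0 regions remained nearest to Bmp8a or Gata6. With the peaks of replicate 1 alone, 1 peak was nearest to Cdh1.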

Since ERα is expressed only in a subset of luminal epithelial cells, these genes could potentially represent a global estradiol-regulated luminal epithelial cell targetome of ERα.

**Fig 5:**
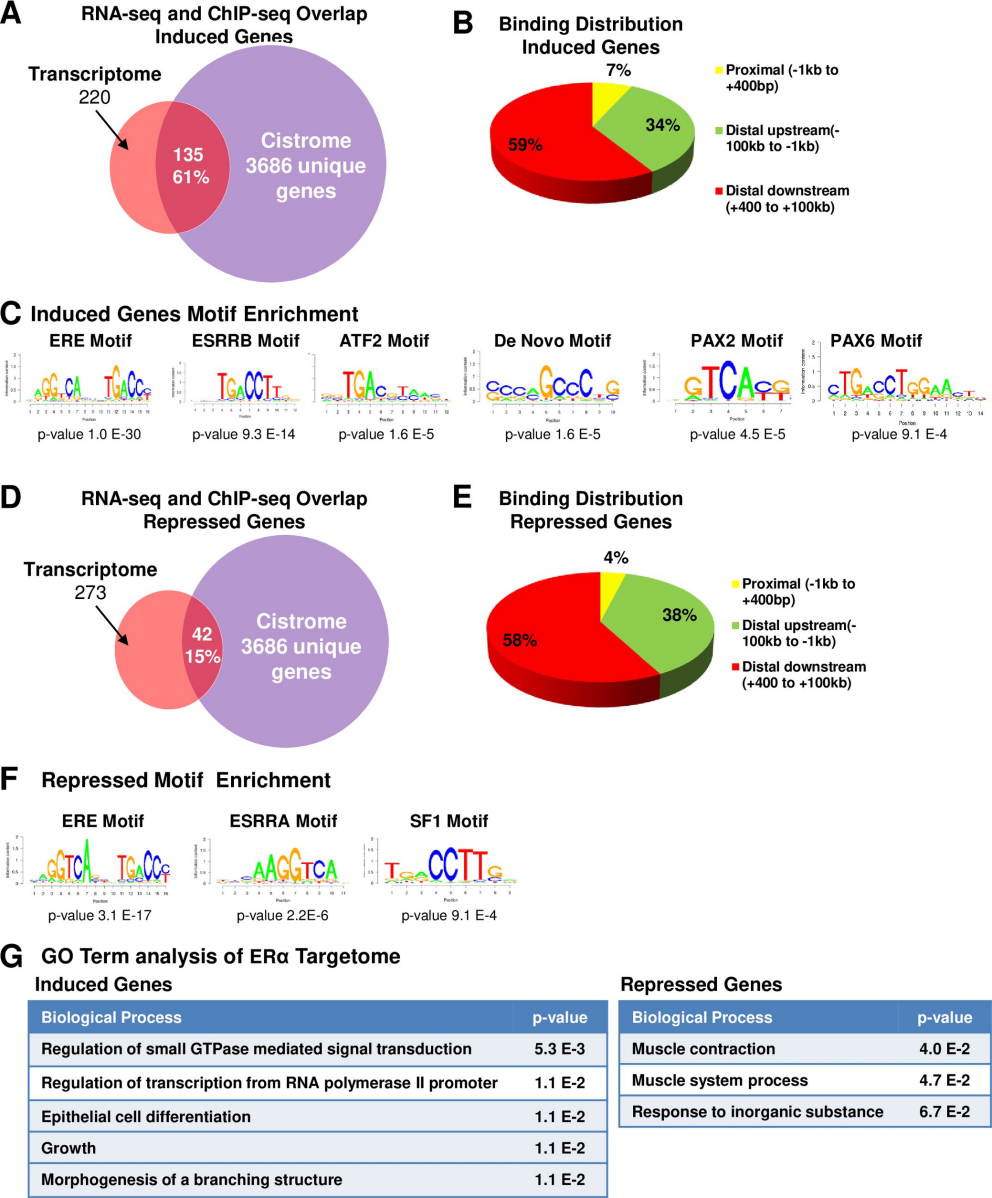
ERα targetome in mammary epithelial cells. (A) Proportional Venn diagram representing unique estradiol-induced genes at 2h has identified by RNA-seq (orange), unique genes with at least one ERα -binding region as detected by ChIP-seq (purple), and overlap indicates-induced genes at 2 h with at least one ER binding site. (B) ERα binding distribution at genes induced by estradiol at 2 h. (C) SeqPos Motif enrichment in direct ER target genes was induced at 2 h after estradiol exposure. (D) Proportional Venn diagram representing unique estradiol-repressed genes at 2 h as detected by RNA-seq (orange), unique genes with at least one ERα -binding region as detected by ChIP-seq (purple), and estradiol-repressed genes at 2 h with at least one ERα binding site (overlap). (E) ERα binding distribution at genes was repressed by estradiol treatment. (F) SeqPos Motif enrichment in the direct ER target genes repressed at 2 h after estradiol exposure. (G) Enriched GO terms of ER targetome by using the DAVID functional annotation tool.

We next analyzed ERα binding site distribution in the ERα targetome in mammary epithelial cells. Interrogation of the ERα binding site distribution in upregulated genes showed that only 7% ERα binding sites were distributed in the proximal region, defined as -1 kb to +400 bp. However, the vast majority of ERα binding sites were located in the distal upstream (defined as -1kb to -100kb) and downstream regions (defined as +400 bp to +100kb), 34% and 59%, respectively (Fig 5B). 

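The 121 induced target genes were nearest to 267 shared regions, 2.21 per gene. Of these regions, 29 (10.9%, 95% interval 7.40% to 15.2%) were proximal, 103 (38.6%, 32.7% to 44.7%) were distal upstream and 135 (50.6%, 44.4% to 56.7%) were distal downstream. With the most 5′ TSS of each gene alone, a setting chosen for this result after the data were seen, the shares were 7.23%, 34.1% and 58.6%.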

We performed the same analysis on genes repressed by estradiol treatment. 

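The 32 repressed target genes were nearest to 49 shared regions, 1.53 per gene. Of these regions, 3 (6.12%, 95% interval 1.28% to 16.9%) were proximal, 20 (40.8%, 27.0% to 55.8%) were distal upstream and 26 (53.1%, 38.3% to 67.5%) were distal downstream. At this number of regions, none of these shares differed detectably from that of induced genes (two-sided Fisher's exact tests, p = 0.441 for proximal, p = 0.753 for distal upstream and p = 0.759 for distal downstream).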

As shown in Fig 5E, only 4% of genes are associated with ERα binding in the proximal region, 38% in the distal upstream, and 58% in the distal downstream. Taken together, our ERα targetome revealed that the majority of ERα binding is located in distal regions of genes in the mammary gland, which is consistent with previous reports of ER binding sites in ER-positive breast cancer cells [21–23].

To identify the network of transcription factors linked with the ERα targetome, we employed the Cistrome tool SeqPos and identified enriched binding motifs within the estradiol-induced and repressed genes associated with ER binding regions. 

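Of the 267 windows at induced genes, 29.2% held an ERE with at most 1 mismatch (95% interval 23.8% to 35.1%), against 0.794% of their flanking windows (two-sided Fisher's exact test, p = 1.22e-34). It was the motif with the largest ratio to its flanks of the 5 tested at these genes. PAX2 was found in 12.0% against 4.76% (Fisher's exact test, p = 3.92e-04) and AP1 in 13.5% against 6.15% (p = 0.0011). SF1 was found in 4.49% against 1.79% (Fisher's exact test, p = 0.0358, and 0.0447 after Benjamini-Hochberg adjustment over the 5 motifs). FOXA1, at 10.5% against 9.72%, did not differ detectably from its flanks (exact p = 0.801). SF1 and PAX2 hits within EREs were counted here too, and at the repressed genes below.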

ER target genes induced by estradiol contained a canonical ERE motif as the most highly enriched cis-element. Additionally, ESRRB, ATF2, de novo, PAX2, and PAX6 motifs were enriched in estradiol-induced genes (Fig 5C). However, ERα binding sites in genes repressed by estradiol showed a significant enrichment of ERE, ESRRA, and SF1 motifs (Fig 5F). 

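At repressed genes, 19 of the 49 windows (38.8%, 95% interval 25.2% to 53.8%) held an ERE with at most 1 mismatch, against 2.08% of the flanking windows (two-sided Fisher's exact test, p = 8.48e-09). SF1 was found in 4 windows (8.16%) against 4.17% of the flanks, which was not a detectable difference at this number of windows (Fisher's exact test, p = 0.443). AP1 was found in 22.4% against 5.21% (exact p = 0.0036). PAX2 was found in 6.12% and in none of the flanks (exact p = 0.0370, and 0.0617 after Benjamini-Hochberg adjustment over the 5 motifs), and FOXA1, in 3 of the 49 windows against 12 of the 96 flanking windows, did not differ detectably (exact p = 0.387). None of the 5 motifs differed between the windows at induced and at repressed genes (Fisher's exact tests, lowest unadjusted p = 0.125, and 0.404 after Benjamini-Hochberg adjustment over the 5 motifs).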

The co-enrichment of PAX2 sites with ERα binding is consistent with a recognized role for PAX2 in human breast cancer cells [55]. PAX2 was shown to be expressed in a subset of breast cancers and was recruited to the ER binding site after both estrogen and tamoxifen treatment [55].

To identify the biological function of the ERα targetome, we again used DAVID functional annotation analysis. Interrogation of the 135 estrogen-induced ERα targetome identified a significant enrichment for GO terms associated with regulation of small GTPase mediated signal transduction, regulation of specific transcription from RNA polymerase II promoter, epithelial cell differentiation, growth and morphogenesis of a branching structure. On the other hand, analysis of the 42 genes comprising the estrogen-repressed ER targetome showed enrichment for GO terms associated with muscle contraction, response to inorganic substance, and response to inorganic substance (Fig 5G). The complete GO terms analysis is included in S8 Table.

## Discussion

In this study, we report for the first time a comprehensive analysis of ERα binding events which elucidates the molecular mechanism of ERα action in the normal mouse mammary gland *in vivo* in response to acute estradiol treatment. We have identified 6237 high-confidence ERα binding sites in two biological replicates. These binding regions also corresponded with 3686 unique genes in the mouse genome that recruit ERα in response to acute estradiol treatment. Recent studies have shown that ER interacts with DNA sites in the absence of ligand in breast cancer cells and mouse uterus [56, 57]. However, these ER chromatin binding sites are relatively lower than ligand–induced ERα binding sites. It has also been shown that ER binds the same chromatin binding sites regardless of the ligand; however, signal intensity was highest for estradiol treatment [29]. The distribution of ERα binding sites revealed that the majority of these sites (95%) are located in the distal enhancer, which is in agreement with other studies in ER-positive breast cancer cell lines [21, 22]. Our data also suggest that ERα interactions occur at distal sites under normal physiological conditions. Interrogation of ERα-DNA interaction sites revealed ERE, PAX2, SF1, and AP1 motifs were highly enriched at sites where ERα binds, suggesting that these transcription factors interact with DNA and contribute to stabilizing the ER complex on chromatin. Furthermore, our ER binding sites also identified the FOXA1 motif, whose expression is required for luminal epithelial ERα expression and post-pubertal development of the normal mammary gland [58]. FOXA1 is an established pioneer factor for the majority of ERα binding to the genome in human breast cancer cells [21, 29]. Whole transcriptome analysis by RNA-seq revealed that 493 genes are differentially regulated by acute treatment with estradiol in the mouse mammary gland *in vivo*. By integrating genome-wide ERα binding and global gene expression signatures, we uncovered a novel ER targetome of 177 genes that are associated with estrogen-dependent ductal elongation in the mouse mammary gland *in vivo*. This cistromic and transcriptome resource revealed the cis-regulatory elements and cofactors that are involved in estrogen signaling in the normal mouse mammary gland.

It is well documented that the ovarian hormones estrogen and progesterone act as master regulators of mammary gland development. Specifically, estrogen triggers ductal elongation during puberty whereas progesterone is involved in mammary gland side-branching [46, 59–61]. Studies have shown that estradiol-mediated activation of ERα signaling is required for ductal mammary epithelial cells to proliferate, leading to ductal outgrowth. Deletion of ERα results in normal mammary glands before puberty. However, after puberty, terminal end buds remained absent, and the failure of ducts to invade into the fat pad, suggesting that ERα action is essential for mammary gland development [16, 62]. Only subset of luminal epithelial cells are ERα positive, and release of paracrine signals from these ER-expressing cells permit other nearby epithelial cells, both luminal and myoepithelial, to participate directly in ductal outgrowth [16, 18].

In our whole genome transcriptome profiling using RNA-seq, we identified that ER-regulated genes were affected by acute treatment with estradiol in the mouse mammary gland *in vivo*. We discovered that 493 genes are differentially regulated by estradiol. According to DAVID functional annotation analysis, these differentially regulated genes are primarily involved in molecular and cellular processes ranging from epithelium development to morphogenesis of a branching structure. Furthermore, we validated the RNA-seq results independently by qPCR analysis to confirm that these genes were indeed regulated in the mammary gland in response to acute treatment with estradiol. For validation, we selected canonical ER target genes as well as previously unidentified ER target genes. Studies have shown that *Greb1*, *Pgr*, and *Fos* are classical estradiol target genes and are strongly induced by estradiol. ERα directly controls GREB1 expression, and GREB1 is required for breast cancer cell growth. Clinically, the loss or reduced expression of GREB1 is predictive of poor outcome and decreased relapse free survival, similar to ER status [63–67]. It is well documented that PR is an ER target gene and induces proliferation of neighboring cells primarily by a paracrine mechanism [68]. It has been shown that progesterone induces receptor activator for nuclear factor κB ligand (RANKL) secretion from ERα+/PR+ mammary cells, and then this factor can directly binds to its receptor RANK to induce side-branching and alveolar development during ductal development and pregnancy [59, 69].

Fos is an immediate early gene acutely induced by intracellular signaling cascades [70]. Fos, along with other members of the Fos family, dimerize with Jun to form the AP-1 transcription factor complex which regulates many genes involved in proliferation, differentiation, and survival. In breast cancer cells the Fos gene also plays a key role in tumorigenesis and invasive growth. Our data showed that estradiol induces expression of *Greb1*, *Pgr*, and *Fos* genes in the normal mouse mammary gland. Furthermore, our ERα ChIP-seq data confirmed that ER binds these genes at the distal region.

BMP8a is a member of transforming growth factor β (TGFβ) and plays a central role in cell proliferation, differentiation, and survival [71]. A recent study showed that BMP8a acts as paracrine factor for estrogen-dependent regulation of epithelial cell proliferation in the uterus [72]. In the present study, we observed acute exposure to estradiol induced *Bmp8a* mRNA levels in the mammary gland, suggesting that *Bmp8a* may also act as a paracrine effector of estrogen-induced mammary epithelial cell proliferation. Furthermore, our ERα ChIP-seq data also identified ERα binding near *Bmp8a* gene, which was independently confirmed by ChIP qPCR (data not shown), suggesting that *Bmp8a* is also a direct target of ERα in the normal mammary gland.

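Bmp8a (ENSMUSG00000032726) lies on the minus strand of chromosome 4 of NCBIM37 from 122989888 to 123020495. It had 1 shared region within 100 kb of its TSSs, in an intron from 123017477 to 123018005, with its midpoint 2305 bp downstream of the nearest TSS. Its scores were 253 in replicate 1 and 158 in replicate 2, so the region did not pass a p-value of 1e-20 in both lists.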

GATA3 has been implicated in breast tumorigenesis and its highest expression was observed in the luminal subtype of breast cancer [73, 74]. Mutations in GATA3 have also been identified in a subset of breast cancers [75]. In the normal mouse mammary gland, *Gata3* is the most highly expressed transcription factor in the mammary epithelium [76]. Using a mammary epithelium-specific knockout of *Gata3*, it has been shown that *Gata3* is essential in maintaining luminal epithelial cell differentiation [48, 49]. Several direct downstream targets of GATA3 in the luminal epithelium have been identified including FOXA1, a key regulator of ER binding in the breast cancer cells. Furthermore, ER binds near the GATA3 gene in breast cancer cells, as shown through ChIP assays [21, 23, 77].

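The shared region near Gata3 ranked 262 by score among the peaks of replicate 1 and 180 among those of replicate 2. It lies in intergenic sequence, and its best ERE-like sequence was GGACAGCCTGACC at 9727408 to 9727420 on chromosome 2 of NCBIM37, with 1 mismatch to the consensus, within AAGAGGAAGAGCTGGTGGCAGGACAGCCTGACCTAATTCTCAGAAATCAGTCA.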

Our ERα ChIP-seq data also revealed that ER binds near the *Gata3* gene in a distal enhancer, also confirmed by ChIP qPCR, suggesting that *Gata3* is a target of ER in the normal mammary gland. Furthermore, we showed that *Gata3* is a direct target for ERα through down regulation after acute estradiol treatment. Our results suggest that acute treatment with estradiol represses *Gata3* gene expression leading to expansion of a de-differentiated epithelial cell population in the mammary duct. Our study also identified that estradiol-induced down regulation of *Gata3* was associated with repression of its target genes such as *Foxa1* and *Ccnd1*. It has been also shown that GATA3 is required for CCND1expression [78]. In addition, our data suggest that *Foxa1* is involved with ERα binding in the normal mouse mammary gland, since motif analysis of ERα binding regions in the normal mammary gland showed *Foxa1* motif enrichment. Studies have shown that FOXA1 acts as a pioneer factor for ER binding in the distal enhancer sites in breast cancer cells [26, 29]. Our findings also support the notion that FOXA1 is not only involved in ER binding of breast cancer cells but also involved in ER binding in the normal mouse mammary gland. Studies have shown that the majority of ERα binding sites are located in the distal enhancer sites in breast cancer cells, similar to our results from the normal mammary gland. Indeed, it has also been shown that distal enhancer sites are known to interact with transcriptional complexes located near gene through DNA looping [41, 79]. Thus it is possible that ER binds distal enhancer regions and induces its target gene transcription through chromatin looping.

In conclusion, our study offers identification of ERα binding events across the genome under normal physiological conditions in the developing mouse mammary gland and provides a useful dataset to allow further study of estrogen signaling through its receptor. Furthermore, our findings identify cis-regulatory factors that cooperate in ERα-mediated control of gene expression in the normal mammary gland.

## Supporting information

S1 Fig Cross-correlation quality assessment of ERChIP-seq. The blue dotted line indicates the location of the phantom peak (read length) and the red dotted lines show the library fragment length. NSC-Normalized strand cross-correlation, RSC-Relative strand cross-correlation.
(PPTX) Click here for additional data file.

S2 Fig Data quality evaluation of mRNA-seq. (A) Principal component analysis showing a separation between control and E2 treatment. (B) Clustering of RNA‐seq samples using Euclidean distance on normalized and log‐transformed read counts.
(PPTX) Click here for additional data file.

S1 Table List of primers used in ChIP-qPCR. (XLSX) Click here for additional data file.

S2 Table Details of ERα ChIP-seq and RNA-seq which includes read length, total number of reads and uniquely mapped reads. (XLSX) Click here for additional data file.

S3 Table List of proximal and distal motifs in ERα ChIP-seq. (XLSX) Click here for additional data file.

S4 Table Motif enrichment analysis by HOMER. (XLSX) Click here for additional data file.

S5 Table Differentially regulated genes by E2 treatment. (XLSX) Click here for additional data file.

S6 Table Gene ontology terms for genes induced and repressed after 2 hours of estradiol treatment. (XLSX) Click here for additional data file.

S7 Table List of direct target genes. (XLSX) Click here for additional data file.

S8 Table Gene ontology terms for targetome. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

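The data were the ERα peak lists of 2 ChIP-seq replicates from mammary glands of ovariectomized mice treated with estradiol for 2 h. The input library entered only through the authors' peak calling, and the RNA-seq and ChIP-qPCR measurements were not analysed here.

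The authors aligned 51-nt single-end reads to mm9 with BWA, called peaks with MACS in each replicate separately against the input at a p-value of 1e-08, and intersected the lists in Galaxy. The paper's text does not name the MACS version or the minimum overlap. Each deposited score is 10 times the negative log10 of the p-value of the peak, and no score in either list is below 80. A score of exactly 3100 is shared by 17 peaks of replicate 1 and 8 of replicate 2, so it does not rank them or give a separate p-value for each, and 2 peaks of replicate 1 have higher scores. The depths of the libraries are those of the paper's S2 Table, since the lists hold no reads. Replicates were not pooled before calling.

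From the lists, peaks overlapping by at least 1 bp were counted as shared, and the interval covered by both peaks was the shared region. The overlap was compared with 100000 circular shifts of the replicate 2 list within each chromosome, and the alternatives with 10000. Reciprocal 50% overlap and midpoints within 100 bp were the exceptions, for which overlaps were counted without shifts. Midpoints of shared regions were assigned to the nearest TSS of any annotated transcript in GENCODE version 1 for mouse (Ensembl 65, NCBIM37) within 100 kb. Introns and exons are those of protein-coding genes, and positions outside these genes are called intergenic. The paper used RefSeq genes, whose coordinates on this assembly were not used here. All peaks on chromosomes 1 to 19 and X ended within the chromosome lengths of the reference, which was checked before coordinates were combined. Unplaced sequences, with 9 peaks in replicate 1 and 7 in replicate 2, were counted in the overlap and left out where sequence or annotation was needed. Motifs were searched as consensus sequences on both strands in 400 bp windows, the ERE with at most 1 mismatch, and compared with windows 5 kb to each side by Fisher's exact test. Target genes were taken from the paper's S5 Table by Ensembl identifier, and 218 of the 220 induced and 272 of the 273 repressed genes were in the annotation. The annotation holds 37310 genes, of which 22380 are protein-coding. Clustering of regions was compared with 10000 random placements.

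The overlap, TSS assignment, motif search and clustering were tested on simulated data. All 4000 planted overlaps among 6000 simulated peaks were found, 900 of 900 planted regions were assigned to the planted class and gene, and all 600 planted EREs with 1 mismatch were found.

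The sites named are those of the genes that the paper names beside a binding site, the other genes its text names as regulated, 5 of the shared regions with the highest of the lower of their scores, taken by chromosome name from 8 that were tied, and the 3 highest-scoring peaks without a partner in each list. This rule, the tests and most alternatives were set before the data were examined. The alternatives were stricter p-values of 1e-10 and 1e-20, other definitions of overlap, other TSS sets, other motif and window settings, and each replicate alone. With 2 replicates there is no estimate of the spread between animals, and exact Clopper-Pearson intervals cover counting error only. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, matplotlib 3.10.9 and samtools 1.23.1 were used.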

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

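The paper does not analyse the peaks that the intersection left out, and it includes the shared regions far from genes in its HOMER search of all overlapped sites without reporting on them separately. Each group carried EREs above its own flanking windows. The tests against the flanks were set before these results were seen, and the splits by score were not among them.

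Of the peaks called in replicate 1 only, 15.7% of windows held an ERE with at most 1 mismatch (95% interval 14.5% to 17.0%), against 1.28% of their flanks, a ratio of 12.3 (two-sided Fisher's exact test, p = 9.27e-171). Of the peaks called in replicate 2 only, 13.9% did (11.4% to 16.9%), against 1.45%, a ratio of 9.60 (Fisher's exact test, p = 4.31e-27). Both shares were below the 31.1% of shared regions. If these peaks were background calls, their ERE share would be no higher than in the flanks, which the ratios argue against for each group as a whole. Part of each group can still be background. Among shared regions the ERE share fell with the score, from 51.5% in the fifth with the highest scores to 20.4% in the fifth with the lowest (median of the lower score 89.8). The peaks of replicate 1 only held an ERE in 16.6% of windows (14.9% to 18.5%) where the score was above their median and in 14.8% (13.2% to 16.6%) where it was not. Shared regions in the fifth next to the lowest (median 119) held one in 22.0%, so their share also changed little over low scores. The scores of shared regions are the lower of a pair and not matched to those of unshared peaks, so these values do not decide whether low scores account for the lower share of unshared peaks. The highest-scoring peak of replicate 1 without a partner, on chromosome 17 from 39979750 to 39985831, was the widest in the list at 6082 bp, had a score of 3100, at which several peaks of the list are tied, and lay 2981 bp downstream of the nearest TSS, of AY036118, and 2666386 bp from the nearest replicate 2 peak. Its best ERE-like sequence had 2 mismatches. It was far wider than most peaks of the list (upper quartile 650 bp), and it may not be a binding site of ERα. The next peaks of replicate 1 without a partner had scores of 383 and 363. In replicate 2 the highest-scoring peaks without a partner had scores of 206, 200 and 199. No biological explanation was tested for the unshared peaks, since both replicates had the same treatment.

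The 697 shared regions farther than 100 kb from any TSS held an ERE in 28.7% of windows (25.4% to 32.2%), against 0.820% of their flanks, a ratio of 35.0 (Fisher's exact test, p = 5.66e-87). This argues against background calls for the group as a whole. Whether these regions act on a gene was not tested, and the design gives no biological comparison for them.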

How the results depend on the processing

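Of 190 comparisons of a result with its value under an alternative, 160 were labelled unchanged, 26 moved, 1 no longer passed its threshold and 3 reversed. Results with a test or an interval were labelled unchanged if they kept their direction and side of the threshold or moved by less than their spread. Counts have neither and were labelled by the size of their change. The peaks of replicate 1, for example, were labelled unchanged at 7759 and moved at 3910, against 9607. Unchanged therefore does not mean an equal value. For the sites and genes named, 121 of 141 values were labelled unchanged, 18 moved, 8 of these at a p-value of 1e-20, and 2 reversed. The alternatives for the targetome distribution and for the distances of the named sites, and target genes from protein-coding TSSs, were chosen after seeing the data. No paired analysis was possible because the input library has no partner for each replicate and no result compares groups of samples. With 2 replicates, leaving 1 out leaves 1 list, so no p-value is given for those values.

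At a p-value of 1e-20, fewer peaks enter by construction. The lists held 3910 and 2720 peaks, of which 2601 and 2591 were shared, nearest to 1829 genes. The distal upstream share was then 43.6% and no longer differed from shifted regions (permutation test, p = 0.215, with p between 2e-04 and 0.215 over the alternatives), and 0.844% of replicate 1 peaks lay on X. Spearman's rho was 0.889 at this p-value and 0.867 at 1e-10. Pearson's r was 0.958 on linear scores and 0.8865 for the middle 80% of widths, where rho was 0.836. With reciprocal 50% overlap the mean share shared was 76.3%, and the highest score deciles of the lists overlapped in 98.5% and 98.8%. With midpoints within 100 bp the mean share was 68.3%. When all regions were counted, including those beyond 100 kb, the distal upstream share was 38.1% and the distal downstream share 44.2%, both above and no longer below shifted regions (permutation tests, p = 4e-04 and p = 2e-04), since regions beyond 100 kb then enter the total. For protein-coding genes the distal downstream share was 52.3%, above shifted regions, which was not a detectable difference (permutation test, p = 0.498, with p between 2e-04 and 0.616 over the alternatives). Accepting any region within 100 kb gave 305 target genes, as this criterion admits more genes. With 1 TSS per gene, 7.23% of sites at induced genes were proximal and 58.6% distal downstream. From the most 5′ TSS of Greb1, its first tested site was 40362 bp downstream in place of upstream, and from the TSS nearest to the first site, its second was at -33377 bp, upstream in place of downstream, because the gene has several annotated TSSs. Where no reason is given, the cause was not tested.

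Across the lists that each left out 1 replicate, the proximal share ran from 7.25% to 9.35%, the distal upstream share from 41.5% to 42.7%, the distal downstream share from 49.1% to 50.1%, the ERE share from 25.5% to 29.2%, the SF1 share from 8.57% to 9.28%, the FOXA1 share from 13.1% to 14.4%, the share of repressed genes that were targets from 14.7% to 21.6%, and the share of regions with a neighbour from 33.7% to 39.0%. The higher proximal, repressed-gene and neighbour shares and the lower motif shares are those of replicate 1 alone, the longer list. Its distal downstream share of 49.1% was also below the central 95% of its shifted regions, 49.6% to 52.4%, whereas that of the shared regions was not below theirs.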

Differences from the paper's values

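At induced genes, 10.9% of sites were proximal against the paper's 7%. With p-values of 1e-10 and 1e-20 the share was 10.2% and 10.1%, with protein-coding genes only 8.91% and with 1 TSS per gene 7.23%, each within 1.5 times the paper's value. With reciprocal 50% overlap (11.2%) and with either replicate alone (11.3% and 11.7%) it was not. At repressed genes, 6.12% of sites (3 of 49) were proximal against the paper's 4%. With protein-coding genes only the share was 3.23% and with either replicate alone 5.08% and 4.76%, each within 1.5 times the paper's value. With p-values of 1e-10 (7.14%) and 1e-20 (9.52%), reciprocal 50% overlap (6.25%) and 1 TSS per gene (9.09%) it was not. These alternatives had been set for the distribution of all sites before the data were examined, and were applied to the target genes afterwards.

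The site of the second Greb1 primer pair was 10112 bp downstream of the nearest Greb1 TSS, against the paper's -33380. From the TSS at 16764001, nearest to the first pair, it was at -33377 bp, a setting chosen after seeing the values. From the most 5′ TSS it was 10314 bp downstream. The Pgr site was 69103 bp from the nearest TSS and 70133 bp from the most 5′ one, against the paper's 70663, which falls outside the shared region from either. The Fos site was 11080 bp from the nearest TSS against the paper's 12093, and 12101 bp from the most 5′ TSS, from which the paper's distance falls within the shared region. The Gata3 site was 67906 bp from the nearest TSS and 84268 bp from the most 5′ one, against the paper's 72802. The use of the most 5′ TSS for these sites was chosen after seeing the values, and no alternative set before the data were examined bears on these distances.

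Other settings came closer to values that did not differ by the same criterion. Target genes numbered 153 against the paper's 177. They numbered 174, with 60.9% of induced and 14.7% of repressed genes, when only the TSSs of protein-coding genes were used, chosen after seeing the values, against about 61% and about 15% in Fig. 5, read by eye. The proximal share of all sites was 7.32% against the paper's 5% and 4.88% with 1 TSS per gene. With replicate 1 alone, 61.4% of induced and 21.6% of repressed genes were targets, and with replicate 2 alone, 56.4% and 14.7%. Replicate 2 alone was thus nearer to both values read from Fig. 5 than the shared regions were, at 55% and 11.7%. Replicate 1 alone was nearer only for the induced genes. The number of unique genes was 3716 against the paper's 3686 and 3676 with reciprocal 50% overlap. With protein-coding genes only, 40.8% of all sites were distal upstream and 52.3% distal downstream, against the paper's 40% and 55%. With 1 TSS per gene, 34.1% of sites at induced genes were distal upstream and 58.6% distal downstream, a setting chosen for this result after seeing the values, against the paper's 34% and 59%. At repressed genes the same setting gave 48.5% and 42.4%, farther from the paper's 38% and 58% than the 40.8% and 53.1% from all annotated TSSs. Pearson's r of the scores, 0.914 on the log10 and 0.958 on the linear scale, is another measure than the correlation in Fig. 1C and was not set beside it.

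The paper names the SF1 motif as enriched at repressed genes. Here its exact consensus was found in 4 of 49 windows (8.16%) against 4.17% of flanks (two-sided Fisher's exact test, p = 0.443). The direction was the paper's, and so few windows could not show a difference of this size. The paper scored motifs with SeqPos on its own set of sites, so this result does not contradict it. The paper places the tested Greb1 sites upstream of the gene, whereas the second was downstream of the nearest annotated Greb1 TSS, and both were downstream of the most 5′ one.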

Other observations

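The tests below were set before the results they measure were seen, except the count of masked bases for repeats and the tests of lowered scores on X, which were chosen afterwards. Each explanation was tested on the same data in which the pattern was found.

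Replicate 1 had 40.9% more peaks than replicate 2. If read depth were the cause, a score cutoff raised by the ratio of non-duplicated reads in the paper's S2 Table (1.05) would bring replicate 1 to within 10% of the 6819 peaks of replicate 2, but it left 9207 peaks. If scores rise in proportion to reads, this argues against depth as the whole cause. A cutoff raised by the median score ratio of shared peaks (1.31) left 7406 peaks, 8.61% above replicate 2. This does not decide whether replicate 1 was more strongly enriched by one factor, because the ratio comes from the same shared peaks and so fixes the shared part of the count (5721 peaks). The unshared part was 1685 peaks, against 638 in replicate 2. Stronger enrichment cannot be told apart from other differences between the replicates, and the design gives no biological difference between them.

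Few shared peaks lay on the X chromosome. It holds 6.34% of the sequenced bases of the autosomes and X and 0.898% of the shared replicate 1 peaks (56 peaks, 95% interval 0.679% to 1.16%). The density was 0.3455 shared peaks per Mb on X and from 1.73 to 3.51 on the autosomes, a ratio of X to all autosomes of 0.134. Gene density does not account for it, with 1.20 shared peaks per 100 annotated TSSs on X against 4.73 to 13.5 on the autosomes. Exact EREs were also rarer on X, at 0.547 of their autosomal density, but less so than the peaks, so a lower number of EREs could explain a part and not the whole. A loss of signal on X cannot be told apart from the other explanations. With every autosomal score halved, a share of 0.524 of the autosomal shared regions would still pass in both lists, above the ratio seen, which goes against a halved score, but a peak score is not proportional to signal, so the test does not exclude a loss of signal. The shared regions on X did not have low scores, with a median in replicate 1 of 233 against 246 on the autosomes, and 24 of the 56 (42.9%, 95% interval 29.7% to 56.8%) passed a p-value of 1e-20 in both lists, against 41.7% on the autosomes. Autosomal scores divided by 7, the factor that gives the ratio seen, would leave 17.3% of the passing regions at that p-value, which argues against scores lowered by one factor as the whole cause. Lowered by 4.3, the factor left after the lower density of EREs, they would leave 27.8%, too near the interval on X to decide, so both together stay open, as does a loss that is not by one factor or not on every region. Repeats also stay open. The test of repeats set beforehand needs a repeat mask, and the reference sequence has none (0 lower-case bases), so that test could not be run. All samples came from female mice with the same treatment, and no biological explanation was tested.

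The share of repressed genes that were nearest to a shared region was near that of other genes. Among the 261 protein-coding repressed genes the share was 11.9%, at percentile 21.5 of 10000 random lists of protein-coding genes matched on the length of sequence for which the gene has the nearest TSS (mean 13.5%, central 95% 9.58% to 17.6%). This is consistent with the share that any gene of like territory has. Among the 208 protein-coding induced genes the share was 57.2%, at percentile 100 of the lists matched to them (mean 13.2%, central 95% 9.13% to 17.8%), so that explanation is excluded for induced genes. The random lists were drawn from all protein-coding genes, and genes expressed in the mammary gland were not used here as a background. The repressed genes are also expressed in the gland by the paper's S5 Table and showed no excess. This goes against an excess of binding near every gene expressed in the gland as the cause of the induced share. The RNA came from whole glands, however, and the paper places ERα in some luminal epithelial cells only. Repressed genes may be expressed in other cells, so they do not decide whether genes expressed in ERα-positive cells have an excess. Expressed genes that estradiol did not change were not tested.

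Shared regions lay close to one another. Of the 6243 on assembled chromosomes, 33.1% had another within 12500 bp, against a mean of 6.40% in 10000 random placements (one-sided permutation test, p = 1e-04, the smallest these can give). With regions within 2 kb merged, the share was 26.3%, above the 7.82% that was the most random placements gave, which argues against single sites called as several peaks as the whole cause. Sets placed at the same distances from random TSSs of the same chromosome reached at most 21.1%, which argues against uneven gene density as the whole cause. A hypothesis that remains is that ERα may bind in groups of neighbouring sites. Open chromatin shared by neighbouring sites was not tested.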
